A study of Oryza sativa with 8 samples. Its data were reported in "Identification of Target Genes of the bZIP Transcription Factor OsTGAP1, Whose Overexpression Causes Elicitor-Induced Hyperaccumulation of Diterpenoid Phytoalexins in Rice Cells" (2014).

How the data were processed

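Suspension-cultured rice cells of the cultivar Nipponbare were treated with a chitin oligosaccharide elicitor at 1 ppm on day 6 after transfer to fresh medium. Per the labels, RNA of untreated cells was labelled with Cy3 and RNA of cells treated for 6 h or 24 h was labelled with Cy5, and both were hybridised to the same Agilent 2-colour rice oligonucleotide array. There were 4 arrays at 6 h and 4 at 24 h, each given in the labels as a biological replicate. The study's methods state that the Cy3 reference came from cells at 0 h. No untreated cells kept for 6 h or 24 h were on these arrays, so an effect of the elicitor and an effect of time in culture cannot be told apart in the ratios. The dyes were not swapped, so a dye bias of a probe is part of its ratio against 0, and it cancels in the difference between 24 h and 6 h only if it was equal on every array. All 6 h arrays were on slide 1 and in scan 1, and all 24 h arrays were on slide 2 and in scan 2, so slide and time point cannot be told apart.

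The authors scanned each array and quantified its spots with Agilent Feature Extraction (version 10.5.1.1 per the file headers). The deposited array files hold the mean spot intensity and the median local background intensity of each channel, unnormalised, together with processed intensities that the authors' software had corrected for background and dye. They also hold the authors' log10 ratio of Cy5 over Cy3, and marks for spots well above background, saturated or outlying. The deposited series table holds the same log10 ratios, rounded: over all features it differed from the array files by at most 0.00499707. It held 0 columns of other samples. A second set of arrays that compared cells overexpressing the transcription factor OsTGAP1 with wild-type cells, and the binding data of OsTGAP1, were not analysed here.

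Each array held 45151 features, of which 43734 were gene features with 42477 distinct probes of 60 bases. Mean spot intensities and median backgrounds were read with limma 3.58.1 in R 4.3.3, corrected with normexp (offset 50) fitted on all spots, and normalised within each array by loess, with control spots and spots marked as outliers given a weight of 0. Values are log2 ratios of Cy5 over Cy3, so a positive value means a higher level in elicited cells. Control spots were then left out and spots marked as outliers were set to missing. Outlier marks fell on between 74 and 459 gene features per array, and 0 gene features were saturated. Spots of one probe were averaged. A probe was kept when it was well above background in Cy3 or in Cy5 on all 4 arrays of at least 1 time point and had a value on at least 3 arrays of each time point. Of the kept probes of a locus, the one with the highest mean intensity over the 8 arrays represented the locus. Of 29689 loci on the array, 22655 were tested, chosen from 32669 probes, and 7034 were not tested. A total of 588 probes carried no locus identifier and were left out. Locus identifiers and descriptions are those in the array files. The table of gene symbols given with the data did not match these identifiers and was not used here. Symbols of the MEP pathway genes follow the study, and chromosome numbers are those in the locus identifiers. No genome coordinates were used here.

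All 8 arrays were fitted together with lmFit and eBayes of limma, with a mean for each time point. The mean log2 ratio of each time point was tested against 0, and the difference of the 24 h and 6 h means was tested in the same fit. All tests were two-sided. P-values were adjusted over the tested loci by the Benjamini-Hochberg method, and a gene was called at an adjusted p of at most 0.05 and a change of at least 2-fold, the limits that the study used for overexpressing against wild-type cells. The study's test was an analysis of variance, which was run here as an alternative. Because the untreated RNA was only ever the reference of the ratio, its spread between cultures enters the spread of the ratios and is not estimated apart. The number of arrays limits the precision: the median standard error of a log2 ratio was 0.0485 at 6 h, 0.0484 at 24 h and 0.0686 for their difference.

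A total of 6 gene lists were tested: the genes of the MEP pathway, the momilactone cluster, the phytocassane cluster, the OsTGAP1 targets that the study found higher or lower in OsTGAP1-overexpressing cells, and all genes that the study found bound by OsTGAP1 close upstream. Only the identifiers were taken from the study. A total of 8 further sets held the loci whose array description contains WRKY, chitinase, cytochrome P450, glutathione S-transferase, peroxidase, ribosomal protein, histone H or kinesin. Lists and sets were tested with camera of limma at a preset correlation between genes of 0.01, over the 22292 loci with a value on every array, and p-values were adjusted over the 6 lists or the 8 sets within each comparison. Camera is competitive: it asks whether the members differ from the other genes. The test fry of limma and camera with an estimated correlation were run beside it. The share of targets higher in elicited cells was given an exact Clopper-Pearson 95% interval, and calls among targets were compared with those among the other loci by Fisher's exact test. The correlation of the 6 h and 24 h responses was set beside 100 simulations of unchanged genes. These kept the deviations that same-numbered arrays shared, whether from the untreated RNA or from array position.

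Genes named in the text were chosen by a rule: for each comparison, the 3 largest rises and 3 largest falls among called loci that changed in the same direction on all 4 arrays (or, for 24 h against 6 h, whose values did not overlap) and were well above background in both channels and not saturated on all 8 arrays. In addition, every locus of the MEP, momilactone and phytocassane lists was named, together with Os06g0569500 and Os04g0637000. Any other named locus was chosen after its values were seen. Where the untreated signal was not well above background on any array of a time point, the size of the ratio depends on the background correction, and no fold change is given. Probe sequences of the named loci were compared with all other probes by BLAST 2.17.0.

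Replicate numbers are shared between the time points. Over the tested loci, the deviations of same-numbered arrays from their time point means correlated at 0.409, 0.554, 0.440 and 0.460 for replicates 1 to 4, while those of differently numbered arrays correlated between -0.393 and 0.0750, across genes. The numbers were therefore treated as pairing the arrays, and the replicate number was used as a block in an alternative fit. The labels do not say what a number marks, and it is also the position of the array on its slide.

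The steps were tested on simulated data, in which 200 of 22655 loci were changed 4-fold. The fit recovered 199 of the 200 changed loci in the simulated 6 h comparison, 101 of 101 at 24 h and 98 of 99 in the comparison of 24 h with 6 h, called 0 unchanged loci and gave 0 wrong signs.

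The groups, the fit, the lists, the sets, the named-gene rule and the first set of alternatives were fixed before the data were examined, when the study's paper, with its gene lists, had been read. Alternatives were other background corrections (none, or an offset of 10), median centring, the authors' log ratios, the series table, Aquantile normalisation, no filter or a stricter one, keeping spots marked as outliers, the mean over all probes of a locus, array weights, an ordinary analysis of variance, the treat test of limma, no fold limit, a fit of one time point alone, the replicate number as a random or fixed block, and leaving out each array in turn. Median centring took the place of loess and so left out its correction along intensity. Centring on the spike-in controls was chosen after the spike-in statistics were seen. It takes the authors' log ratios, less the spike-in intercept of each array, so that it also differs from the reported values in background correction and dye normalisation. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, and input was read with version 1.17.8 of data.table and version 2.3.3 of pandas.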

Results

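Transcript levels were measured on 8 Agilent 2-colour arrays in suspension-cultured rice cells treated with a chitin oligosaccharide, a fragment of fungal cell wall that elicits defence responses. A total of 4 arrays compared cells at 6 h after the elicitor with untreated cells, and 4 arrays compared cells at 24 h with untreated cells. Between 31864 and 33220 of 43734 gene features per array (72.9% to 76.0%) were well above background in the untreated channel, and between 31769 and 34309 (72.6% to 78.4%) in the elicited channel. The median signal of the untreated channel was between 459 and 515 on the 6 h arrays and between 322 and 341 on the 24 h arrays. The number of arrays limits the precision of every value below.

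The first comparison asked which genes changed by 6 h after the elicitor. A total of 2944 of 22655 tested loci (13.0%) were called at 6 h, of which 1854 were higher and 1090 lower in elicited cells. The share of higher calls was 63.0%. With no fold limit, the alternative that moved the count most, 18169 loci (80.2%) were past the adjusted p alone. With the authors' log ratios the count was 4611, of which 52.8% were higher, and with median centring 81.0% of the calls were higher. Of the 1854 higher loci, 95 (5.12%) had an untreated signal that was not well above background on any of the 4 arrays, so that the size of their ratios depends on the background correction. Of the 1090 lower loci, 4 had an elicited signal not well above background on any array. Of 931 called loci with over 1 tested probe, all probes moved in the same direction in 924, and none had probes called in opposite directions.

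The largest rise at 6 h by the fixed rule was that of Os04g0180400, on chromosome 4 and described on the array as a cytochrome P450 (CYP99A1), with a log2 ratio of 7.49 ± 0.39 (SD, n = 4), a 180-fold change (adjusted p 3.72e-09, limma; higher on 4 of 4 arrays). With spike-in centring, the alternative that moved it most, this value was 8.07. It was followed by Os04g0179100 at 6.79 ± 0.28 (SD, n = 4), described as a glucose/ribitol dehydrogenase family protein, and Os04g0179200 at 6.75 ± 0.25 (SD, n = 4), described as a secoisolariciresinol dehydrogenase. The largest falls were those of Os10g0386300 (hypothetical protein), at -4.46 ± 0.54 (SD, n = 4), Os09g0498500 (NAD-binding site containing protein), at -3.90 ± 0.52 (SD, n = 4), and Os02g0810200 (hypothetical protein), at -3.79 ± 0.38 (SD, n = 4). These 3 loci were lower on 4 of 4 arrays.

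The second comparison asked which genes were changed at 24 h. A total of 1090 loci (4.81%) were called at 24 h, of which 1023 (93.9%) were higher and 67 lower. With spike-in centring the count was 2485, and with no fold limit it was 14987. Of the 1023 higher loci, 41 (4.01%) had an untreated signal not well above background on any array. The largest rises by the rule were those of Os02g0569900 (cytochrome P450 family protein, chromosome 2), at 5.82 ± 0.32 (SD, n = 4), OsDXS3 (Os07g0190000, chromosome 7), at 5.34 ± 0.09 (SD, n = 4), and Os02g0570400 (terpene synthase), at 5.11 ± 0.33 (SD, n = 4). The largest falls were those of Os04g0280500 (conserved hypothetical protein), at -2.12 ± 0.56 (SD, n = 4), Os01g0306400 (conserved hypothetical protein), at -2.05 ± 0.10 (SD, n = 4), and Os10g0148100 (protein of unknown function), at -1.87 ± 0.14 (SD, n = 4). Under the treat test, which tests against the 2-fold limit itself, the fall of Os04g0280500 was no longer called.

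The third comparison asked whether the responses differed between 24 h and 6 h. The difference was tested directly, and all arrays of one time point shared a slide, so that slide and time point cannot be told apart. A total of 1339 loci differed, of which 734 had a higher ratio at 24 h and 605 a lower one, a share of 54.8% higher. With no fold limit the count was 13238. The share was 39.2% with median centring and 80.7% with spike-in centring. Of the 2944 loci called at 6 h, 2760 (93.8%) had a ratio closer to 0 at 24 h. A choice of loci by their size at 6 h favours this, and of the 1090 loci called at 24 h, 491 were further from 0 at 24 h than at 6 h. Of the loci higher at 6 h, 568 were less raised at 24 h by the test of the difference and 7 were more raised, and of the loci lower at 6 h, 542 were less lowered. The standard deviation of the ratios across loci was 0.787 at 6 h and 0.480 at 24 h.

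The calls of both time points overlapped. A total of 734 loci were called higher at both times and 46 lower at both times. Of the others, 1120 were called higher at 6 h but not higher at 24 h, and 289 higher at 24 h but not higher at 6 h. A further 1044 were called lower at 6 h but not lower at 24 h, and 21 lower at 24 h but not lower at 6 h. These counts include the loci named below that were called in opposite directions at 6 h and 24 h. A call at one time alone does not show a difference between the times. Of the 780 loci called in the same direction at both times, 454 (58.2%) differed in size at the adjusted p alone and 326 did not. Only Os04g0280500 was called higher at 6 h, at 1.59 ± 0.70 (SD, n = 4), and lower at 24 h. Its rise at 6 h was not called under the treat test. Only Os05g0476000 and Os10g0132300 were called lower at 6 h and higher at 24 h. These 2 loci were chosen after their values were seen. Os05g0476000 (hypothetical protein) changed from -1.67 to 1.09, and Os10g0132300 (jacalin-related lectin domain containing protein) from -1.34 to 1.31.

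Across loci, the mean log2 ratios of both times correlated with a Pearson's r of 0.762 and a Spearman's rho of 0.759, and per replicate number r lay between 0.709 and 0.765. Genes are not independent replicates, and the study's methods name the same reference time point for both times, but not whether the same extract was used. Simulated unchanged genes, which kept the deviations that same-numbered arrays shared, gave a mean r of 0.466 and a mean rho of 0.371. Their mean ratios had an SD across genes of only 0.0886 at 6 h and 0.0764 at 24 h, against 0.787 and 0.480 observed. With values so small, the simulated r is no baseline for the observed one. The simulation also cannot tell shared untreated RNA from a shared array position. With no filter on dim probes, rho was 0.728.

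**Figure D1:**
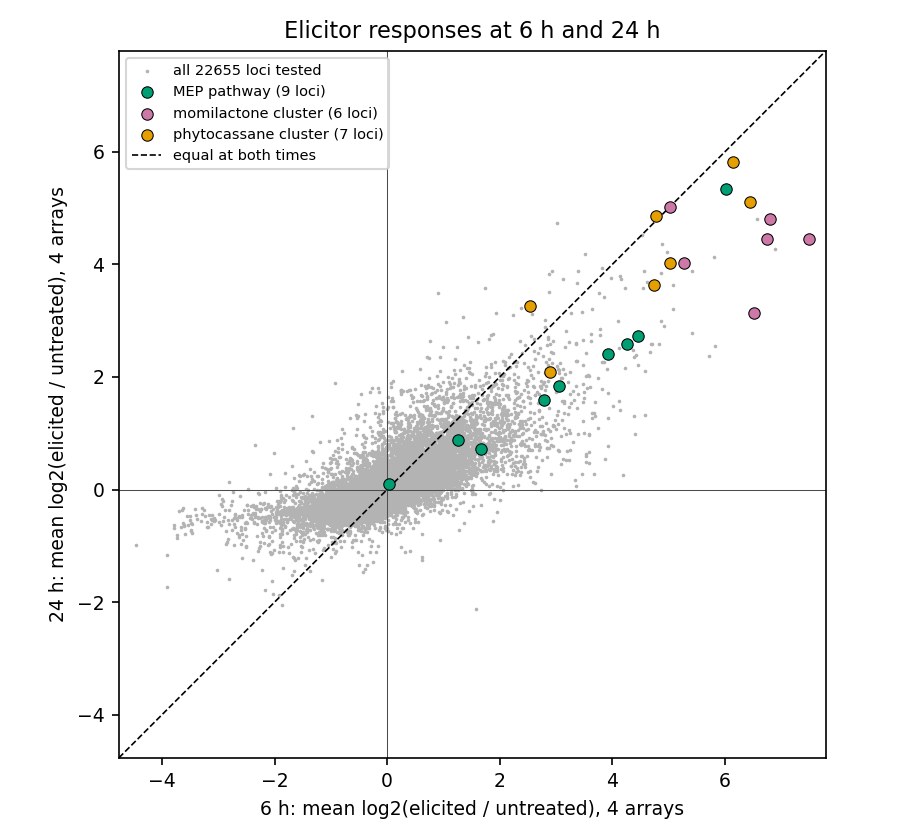
Mean log2 ratio of elicited over untreated cells at 6 h (horizontal axis) and at 24 h (vertical axis) for each of the 22655 tested loci, with the 9 MEP pathway, 6 momilactone and 7 phytocassane loci coloured and a line of equality. Pearson's r across loci was 0.762, and all 6 momilactone loci lay above 3 at both times.

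The largest rises from 6 h to 24 h were those of Os10g0386300, with a difference of 3.48, Os01g0756900 (conserved hypothetical protein), with 3.32, and Os07g0639000 (Peroxidase 1), with 3.29. All of them were low at 6 h and nearer to the untreated level at 24 h: Os01g0756900 changed from -3.70 ± 0.51 to -0.38 ± 0.11 and Os07g0639000 from -3.62 ± 0.42 to -0.33 ± 0.24 (SD, n = 4 at each time). The largest falls were those of Os04g0280500, with -3.71, Os01g0124200 (Bowman Birk trypsin inhibitor), with -3.47, and Os10g0525000 (cytochrome P450 family protein), with -3.40. Os01g0124200 went from 6.57 ± 0.40 to 3.10 ± 0.62 and Os10g0525000 from 3.67 ± 0.51 to 0.27 ± 0.11 (SD, n = 4 at each time). For these 6 loci the 4 values of one time did not overlap those of the other.

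The study followed the genes that make diterpenoid phytoalexins, which are antimicrobial compounds of rice. The MEP (methylerythritol phosphate) pathway supplies their precursor. All 9 loci of the MEP pathway list were tested, of which 8 were called higher at 6 h and 6 at 24 h. These counts were the same when adjusted over the list alone. The exception at 6 h was OsDXS2 (Os06g0142900), at 0.04 ± 0.10 at 6 h and 0.10 ± 0.06 at 24 h (SD, n = 4), whose sign at 6 h turned to -0.09 with the mean over its probes and to -0.02 with the authors' log ratios. OsDXS3 was the largest of the list, at 6.01 ± 0.15 (SD, n = 4; adjusted p 5.55e-10, limma; higher on 4 of 4 arrays) at 6 h. OsDXR, OsHDS and OsHDR had ratios of 4.45 ± 0.16, 4.26 ± 0.19 and 3.91 ± 0.20 at 6 h (SD, n = 4) and of 2.73 ± 0.16, 2.58 ± 0.13 and 2.41 ± 0.12 at 24 h (SD, n = 4). OsMCS had 3.05 ± 0.18 (SD, n = 3) at 6 h and OsCMK 2.78, while OsCMS had 1.66 ± 0.12 and OsDXS1 had 1.26 ± 0.09 (SD, n = 4). At 24 h OsCMS (0.71) and OsDXS1 (0.89) were below the 2-fold limit. With spike-in centring they reached 1.00 and 1.18 and were called, and OsDXS1 was also called with median centring, at 1.06.

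Of the MEP loci, 5 were lower at 24 h than at 6 h by the test of the difference. The difference of OsDXS3 was -0.67 (adjusted p 2.30e-04, limma, n = 4 at each time), below the 2-fold limit. The difference of OsCMS, -0.95, passed that limit with the authors' log ratios (-1.01) and with median centring (-1.14). That of OsCMK, -1.19, did not pass it with spike-in centring (-0.95).

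All 6 loci of the momilactone cluster, on chromosome 4, were called higher at both times, with ratios between 5.02 and 7.49 at 6 h and between 3.14 and 5.02 at 24 h. At 24 h 5 of them were lower than at 6 h. The exception was Os04g0178400, at 5.02 ± 0.51 and 5.02 ± 0.30 (SD, n = 4), whose difference of 0.00 changed sign between settings. It carries the same array description as Os04g0180400, a cytochrome P450 (CYP99A1), which is not a symbol that the study gives. The difference of Os04g0178300 (copalyl diphosphate synthetase), -1.25, was below the 2-fold limit with spike-in centring (-0.96).

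Of 8 loci of the phytocassane cluster, on chromosome 2, 7 were tested, and all 7 were called higher at both times. Os02g0570500 was not tested. Their ratios at 6 h reached 6.44 ± 0.06 (SD, n = 3) for Os02g0570400. In Os02g0570700 the untreated signal was not well above background on any array, and in Os02g0571900 it was on none at 6 h and on 1 of 4 at 24 h. The size of their ratios depends on the background correction, so no fold change is given for these 2 loci. The probe of Os02g0571900 shared 36 of 60 bases with that of Os01g0620800, and no other named probe matched a probe of another locus. Probes were compared with probes alone and not with whole transcripts. Binding of transcripts of related genes, such as those within a cluster, was therefore not excluded. By the test of the difference, 2 of the 7 loci were lower at 24 h, Os02g0569000 (-1.10) and Os02g0570400 (-1.32). The first was below the 2-fold limit with spike-in centring (-0.92) and the second with spots marked as outliers kept (-0.95) and with the mean over its probes (-0.78). Os02g0569400 fell by 0.995 on the log2 scale, just below the limit, and was called in 12 of 25 alternatives. No difference was called for Os02g0569900, -0.33 (adjusted p 0.217, limma, n = 4 at each time), or Os02g0571100, 0.09, whose sign changed between settings.

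A pair of further loci was named in advance. Os06g0569500 (ent-kaurene oxidase) was higher at 6.56 ± 0.24 at 6 h and at 4.81 ± 0.16 at 24 h (SD, n = 4). Os04g0637000 (basic leucine zipper protein) had ratios of 1.18 ± 0.50 at 6 h and 0.99 ± 0.20 at 24 h (SD, n = 4). The first of these was called and the second lay just below the 2-fold limit. It was called in 6 of 25 alternatives, among them leaving out replicate 1 (1.02) or replicate 4 (1.06) of the 24 h arrays. The value at 6 h was not called under the treat test.

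**Figure D2:**
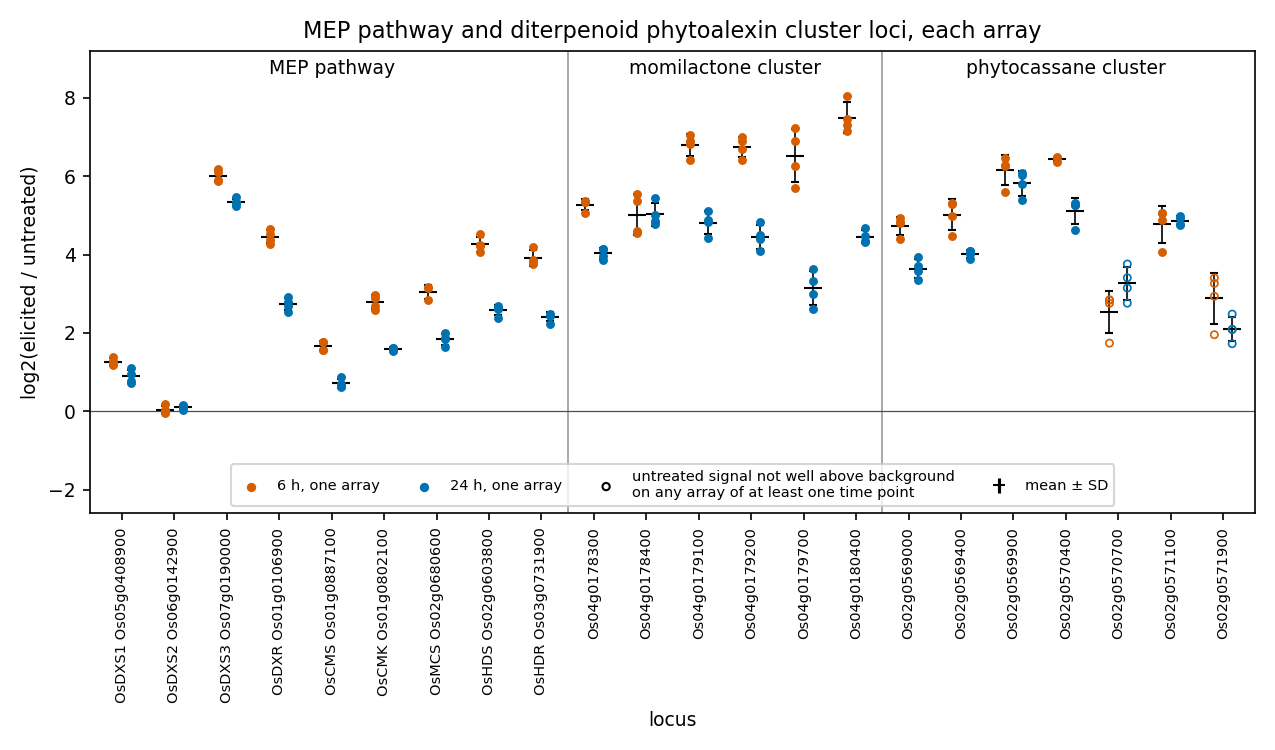
Log2 ratio of elicited over untreated cells on each array (points; 6 h orange, 24 h blue) for the 22 tested loci of the MEP pathway, momilactone and phytocassane lists, with the mean and SD. Open symbols mark Os02g0570700 and Os02g0571900, whose untreated signal was not well above background on any array of at least 1 time point. At 6 h the means ran from 0.04 for OsDXS2 to 7.49 for Os04g0180400.

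Whether these lists differed as a whole from the other genes was tested with camera. At 6 h, the median ratio of the MEP list was 3.35 (n = 8 loci with a value on every array; adjusted p 1.65e-04), that of the momilactone list 6.64 (n = 6; adjusted p 1.65e-04) and that of the phytocassane list 4.75 (n = 6; adjusted p 5.10e-04) (camera of limma). At 24 h the medians were 2.00, 4.46 and 3.83, with adjusted p-values of 1.03e-05, 1.03e-05 and 2.99e-05 from camera. With spike-in centring, the alternative that moved a median of the lists most, the phytocassane median at 24 h was 5.69. That setting starts from the authors' log ratios, with which it was already 5.33. The MEP list (median difference -1.07, adjusted p 2.64e-04) and the momilactone list (-2.14, adjusted p 7.64e-04) were lower at 24 h than at 6 h, with 5 loci of each called. The phytocassane list was not (-0.56, adjusted p 0.313), except without replicate 4 of the 6 h arrays (-1.10) and with spike-in centring (-0.58). Os02g0570400, whose difference was -1.32, had no value on replicate 4 of the 6 h arrays and was left out of this test. Without that array it entered the list, so the first exception is also a change of members. Over all 7 tested loci the median difference was -0.79. All calls of the lists by camera held under fry. None of them held when camera estimated the correlation between genes: it then called 0 of 6 lists in each comparison, against 5 at 6 h, 6 at 24 h and 2 for their difference.

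The study clustered the target genes of the transcription factor OsTGAP1 by their expression in wild-type and overexpressing cells, and described the resulting groups by the direction of the response in wild-type cells. It chose these targets on other arrays of the same kind of cells, so that counts adjusted over a list alone are not wholly independent of the study's selection. All 86 targets found higher and all 36 found lower in overexpressing cells are among the 693 bound genes, 2 genes are in both target lists, and OsDXS3 is the only MEP gene among them. A total of 76 of the 86 were tested. Of these, 59 (77.6%; exact Clopper-Pearson 95% interval 66.6% to 86.4%) were higher in elicited cells at 6 h and 62 (81.6%; 71.0% to 89.5%) at 24 h. All 36 targets found lower in overexpressing cells were tested, of which 27 (75.0%; 57.8% to 87.9%) were higher at 6 h and 29 (80.6%; 64.0% to 91.8%) at 24 h. Of the other tested loci, 49.8% were higher at 6 h and 51.9% at 24 h. The alternative that moved these shares most was spike-in centring, with 91.7% of the second list higher at 24 h.

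Calls were more frequent among targets than among other loci. At 6 h, 31 of 76 targets of the first list (40.8%; 24 higher, 7 lower) and 16 of 36 of the second (44.4%; 11 higher, 5 lower) were called, against 12.9% of other loci. The odds ratios were 4.65 (Fisher's exact test, two-sided p 1.42e-09) and 5.38 (p 3.52e-06). At 24 h, 22 of the first list (28.9%; 22 higher, 0 lower) and 11 of the second (30.6%; 10 higher, 1 lower) were called, against 4.73% and 4.77% of other loci, with odds ratios of 8.21 (Fisher's exact test, p 5.03e-12) and 8.78 (p 6.02e-07). The last of these fell to 4.99 with the mean over all probes of a locus, the alternative that moved these odds ratios most, and to 5.87 without replicate 2 of the 24 h arrays. The number of calls in every list was the same when adjusted over the list alone.

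By camera, the first target list was higher at both times, with a median of 0.60 at 6 h (adjusted p 1.65e-04) and 0.55 at 24 h (adjusted p 1.84e-07). The second was also higher, with 0.48 (adjusted p 0.00636) and 0.58 (adjusted p 1.27e-04). With median centring the second list was not called at 6 h (0.86). The bound genes had a median of 0.15 at 6 h, which camera did not call (adjusted p 0.0542) and fry did, and 0.12 at 24 h, which was called (adjusted p 0.00814). Without replicate 2 of the 6 h arrays the bound list was called at 6 h (0.16), as it was under 5 alternatives besides fry. Of the bound genes, 540 were tested, 99 were called at 6 h (70 higher, 29 lower) and 49 at 24 h (46 higher, 3 lower). Between 24 h and 6 h none of these 3 lists was called by camera, with an adjusted p of 0.777 for each, while fry called the first and the bound list, with median differences of 0.07 and 0.02. In the second list the median difference was -0.01, the mean 0.10 and the direction of the test down. In the bound list the median was 0.02, the mean 0.04 and the direction of the test down.

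Sets of genes with a shared description were compared in the same way. At 6 h, chitinase genes were higher with a median of 2.32 (n = 25; adjusted p 6.14e-06, camera of limma), WRKY genes with 0.50 (n = 55; adjusted p 1.36e-04), cytochrome P450 genes with 0.28 (n = 140; adjusted p 0.00101) and glutathione S-transferase genes with 0.26 (n = 47; adjusted p 0.0146). Peroxidase genes, with 0.22 (n = 91), were not called (adjusted p 0.0575), although fry called them. Ribosomal protein genes were lower with a median of -0.62 (n = 288; adjusted p 6.62e-23), histone genes with -0.86 (n = 44; adjusted p 2.08e-06) and kinesin genes with -0.91 (n = 43; adjusted p 8.92e-07). These directions at 6 h held under every scaling. With no filter, the alternative that moved a median most, that of the chitinase genes was 0.91. With median centring the cytochrome P450 (0.34) and glutathione S-transferase (0.45) genes were no longer called.

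Median centring moved the median ratio of all loci by 0.21 at 6 h and 0.11 at 24 h, and spike-in centring moved it by 0.25 at 24 h. At 24 h, camera placed chitinase (median 0.71, adjusted p 1.11e-05) and WRKY genes (0.46, adjusted p 1.58e-06) above the other genes. It did the same for peroxidase (0.33, adjusted p 1.50e-04), glutathione S-transferase (0.32, adjusted p 1.11e-05) and cytochrome P450 genes (0.30, adjusted p 3.86e-07). Ribosomal protein (-0.26, adjusted p 1.04e-18), histone (-0.20, adjusted p 9.61e-04) and kinesin genes (-0.25, adjusted p 1.16e-05) were placed below the other genes. Their medians turned to 0.05, 0.12 and 0.04 with spike-in centring, and that of the histone genes also to 0.04 with median centring. Between 24 h and 6 h, chitinase genes fell (-0.57, adjusted p 1.05e-04), and ribosomal protein (0.38, adjusted p 2.00e-15), histone (0.62, adjusted p 3.13e-08) and kinesin genes (0.55, adjusted p 1.60e-06) rose relative to other genes. No difference was called by camera for WRKY, peroxidase, cytochrome P450 or glutathione S-transferase genes, the last of which fry called (0.13). The exceptions were WRKY (0.15) and cytochrome P450 genes (0.27) with spike-in centring, where the median of all loci was 0.35. The cytochrome P450 median of 0.01 and mean of -0.06 differed in sign. Every other call was also made by fry, and with an estimated correlation camera called 0 of 8 sets in each comparison.

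At the level of single loci, 17 of 26 chitinase loci were called higher at 6 h and 10 at 24 h. Of 48 histone loci, 22 were called lower at 6 h and 0 at 24 h, and of 44 kinesin loci 20 were called lower at 6 h and 1 at 24 h. Of 299 ribosomal protein loci, 30 were called lower at 6 h and 0 at 24 h.

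**Figure D3:**
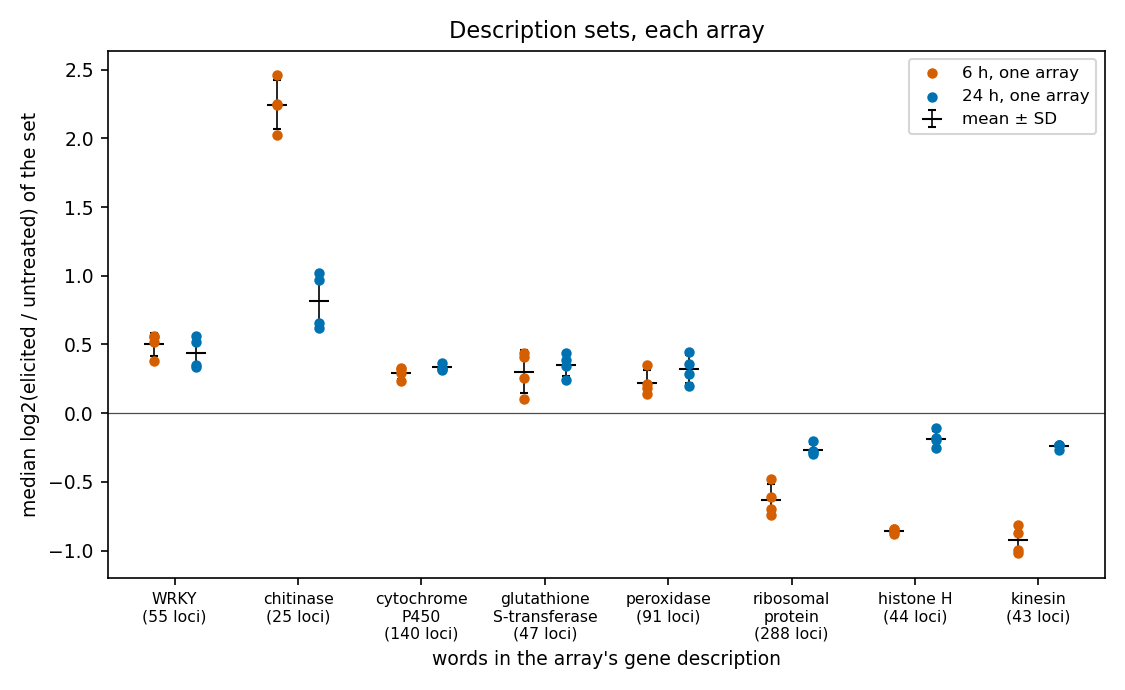
Median log2 ratio of elicited over untreated cells of 8 description sets on each array (points; 6 h orange, 24 h blue), with the mean and SD of the 4 arrays of each time. The chitinase median was 2.32 at 6 h and 0.71 at 24 h, and the medians of the ribosomal protein, histone and kinesin sets, below 0 at both times, turned positive at 24 h with spike-in centring, as did that of the histone set with median centring.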

Values the study reported

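The study identified 86 genes that were upregulated in OsTGAP1-overexpressing cells and bound by OsTGAP1 close upstream, and 36 such genes that were downregulated. These made 122 target genes. By clustering, the study placed approximately 88% of the 86 upregulated targets in a group whose expression rose in wild-type cells after the elicitor. Of the 36 downregulated targets, it placed 14 (39%) in a group that rose after the elicitor, 17 (47%) in a group with little change and 5 (14%) in a group that fell.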

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

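The tests chosen only after the result was seen were those of the number of outlying arrays, of the sizes of medians over other splits, of the lower count at 24 h, of dye bias, of centring, of bright probes, of time in culture and of the spike-in controls.

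On 5 of 96 groups of 4 values (34 named loci and the sets and lists, at each time), one array lay far from the others, with a gap to the nearest that took up most of the range. Chance alone gives about 1 in 20, or 4.8 groups, so the number of these groups, 5, is what chance gives, and no explanation beyond it is needed for them. Os09g0498500 at 6 h was -3.13 in replicate 2 against -4.25 to -4.09 in the others (gap over range 0.858). Os04g0178300 at 6 h was 5.06 in replicate 3 against 5.33 to 5.36 (0.924). Os02g0570700 at 6 h was 1.74 in replicate 4 against 2.76 to 2.85 (0.919). Os02g0570400 at 24 h was 4.62 in replicate 4 against 5.25 to 5.31 (0.919). The kinesin median at 24 h was -0.27 in replicate 1 against -0.23 in the others (0.866). With spike-in centring that median turns positive on 3 of 4 arrays. No biological explanation was tested for single arrays.

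For 21 of 34 named loci the response differed between 24 h and 6 h by limma's test of the difference, with 5 higher and 16 lower at 24 h. The higher ones were Os10g0386300 (3.48), Os01g0756900 (3.32), Os07g0639000 (3.29), Os02g0810200 (3.16) and Os09g0498500 (2.74), all of which were low at 6 h. Among the lower ones were Os04g0280500 (-3.71), Os01g0124200 (-3.47) and Os10g0525000 (-3.40). In the momilactone cluster these were Os04g0179700 (-3.38), Os04g0180400 (-3.04), Os04g0179200 (-2.29), Os04g0179100 (-1.98) and Os04g0178300 (-1.25), and in the phytocassane cluster Os02g0570400 (-1.32) and Os02g0569000 (-1.10). The MEP loci were OsDXR (Os01g0106900, -1.73), OsHDS (-1.68), OsHDR (-1.51), OsMCS (-1.22) and OsCMK (-1.19). Os06g0569500 fell by 1.75. Many of these loci were named because of this difference, so their number carries no weight of its own. All arrays of one time point shared a slide and a scan: 0 slides held arrays of both times, so slide, scan and time point cannot be told apart for any of them, and a change of the cells with time stays open beside a difference of slides.

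Of the lists and sets, 6 differed between the times by camera: the MEP list (-1.07), the momilactone list (-2.14), chitinase genes (-0.57), ribosomal protein genes (0.38), histone genes (0.62) and kinesin genes (0.55). For the size of the median, 1 of 35 splits of the 8 arrays gave a value as large for the MEP list, as did 1 of 35 for the momilactone list, the ribosomal protein genes, the histone genes and the kinesin genes, so over all splits chance can be excluded for these 5. For chitinase genes it was 2 of 35, with a largest value in another split of 0.64, so by this value chance cannot be excluded. The medians of the chitinase genes per array, however, lay between 2.03 and 2.46 at 6 h and between 0.62 and 1.02 at 24 h, and for each of the 6 only the real split, 1 of 35, gave a difference of the mean array medians as large, so by that value chance can be excluded over all splits. The size of the median also gave 1 of 35 for peroxidase and glutathione S-transferase genes, for which camera called no difference. That share alone therefore does not set a called set apart. By the mean array medians, 8 of 35 splits gave a value as large for peroxidase genes and 23 of 35 for glutathione S-transferase genes. For the phytocassane list, which camera did not call, it was 1 of 35, with a difference of -0.912. The share by the mean array medians therefore does not set a called list apart either. The replicate numbers pair the arrays, however, and all but 8 of the 35 splits put both arrays of some pairs on one side. Of the 8 splits that part every pair, 1 gave a median as large for each of these 6, the real one. With 8 such splits a share under 0.05 cannot be reached, so these splits alone decide nothing. In the fits with the replicate block both lists stayed called, and the sets were not run. Over all lists, 17 of 35 splits called as many lists, and 16 of 35 as many sets, so by these numbers chance cannot be excluded. They say little, however, since many other splits keep 3 arrays of one time together: of the 18 splits with 2 arrays of each time on both sides, 4 called as many lists and 0 as many sets (at most 3).

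For the count of genes, only the real split gave 1339 genes, 1 of 35, and the most in any other split was 1 gene, so over all splits chance can be excluded. Of the 8 splits that part every same-numbered pair, 1 gave as many, the real one, and the most in another was 0 genes. These 8 splits alone again decide nothing, and the fits that keep the pairing as a random or fixed block called 1353 and 1356 genes. For the calls against 0, 1 of 8 patterns of signs over the 4 arrays gave as many genes at 6 h, and 1 of 8 at 24 h, which again cannot go below 0.05.

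Fewer genes were past the threshold at 24 h than at 6 h, at a ratio of counts of 0.370. A compression of the ratios on the 24 h slide is argued against by the spike-in controls, whose slope at 24 h over that at 6 h was 1.00, and a larger error on the 24 h arrays by a median SD between arrays of 0.756 times that at 6 h. Centring each array on its own genes is argued against as the whole cause, since with spike-in centring the ratio of counts was 0.542, against 0.368 for the authors' log ratios from which that setting starts. The offset of the background correction on the dimmer 24 h arrays is argued against by the same 0.368, since those log ratios carry no offset. A return of transcript levels towards those of untreated cells may explain the lower count, and a difference of slides that spares the spike-in slope stays open beside it.

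Probe dye bias that is equal on every array would give the same value at both times. As the whole cause it is argued against for 454 of the 780 genes called in the same direction at both times (58.2%). These differed in size between the times at the adjusted p alone. Of all tested loci 58.4% did so, so this share does not set these genes apart. Such a bias may still be part of their ratios at both times. For the other 326 genes such a bias and a steady response cannot be told apart, because no array had its dyes swapped. For the fall of histone, kinesin and ribosomal protein genes at 6 h, dye bias as the whole cause is argued against by their rise from 6 h to 24 h, by 0.62, 0.55 and 0.38. Centring of each array on its own genes is argued against for the same fall at 6 h, since with spike-in centring the medians were -0.93, -1.09 and -0.67. A bias of bright probes left by the normalisation is argued against for ribosomal protein genes: of 10000 random sets of loci matched on intensity, the lowest median was -0.109 at 6 h and -0.0467 at 24 h, against -0.63 and -0.26 over the 299 tested ribosomal protein loci. At 24 h, however, the median of ribosomal protein genes was 0.05 with spike-in centring, as centring would give, so their direction at 24 h stays open, like those of the histone and kinesin genes. A lower level of these transcripts in the cells at 6 h stays a candidate explanation, in which the elicitor and time in culture are not separated.

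For every ratio against 0, time in culture in place of the elicitor cannot be excluded: on 0 arrays were the untreated cells labelled with 6 h or 24 h in culture, and the study's methods give 0 h for them.

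A signal in the control spots, which no comparison used, also differed. The spike-in controls, 10 probes of RNA added at known ratios, gave an intercept of the observed on the known log2 ratio of -0.36 on the 24 h arrays (range -0.43 to -0.29), against a mean of -0.02 on the 6 h arrays (range -0.25 to 0.15). The difference of -0.34 had an exact permutation p of 0.0286 (two-sided, 4 arrays against 4), the smallest that the design allows. With the same-numbered arrays paired, the 4 differences lay between -0.54 and -0.18, all below 0. Their exact sign-flip p was 0.125, the smallest that 4 pairs allow, which cannot pass 0.05, and a paired t-test, which assumes normal differences, gave a p of 0.0212. A dye bias of the spike-in probes that was equal on every array would give the intercept of the 24 h arrays on the 6 h arrays too, and is argued against as its whole cause by their mean of -0.02. The amount of spike-in added per labelling may have varied, as the SD of 0.17 between the 6 h arrays shows that some variation occurs, but whether it did, or whether the messenger RNA per amount of total RNA changed, cannot be told apart on these arrays. No biological explanation was tested.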

How the results depend on the processing

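The spike-in centring was chosen only after the spike-in statistics were seen, and all other alternatives in this part were chosen beforehand. Over the named loci, 2461 of 2544 values under an alternative kept their direction and their side of the threshold, 24 were reversed, 43 passed the threshold that the reported value did not pass and 16 no longer passed it. Over the other results, 894 of 988 stayed in this sense, 15 were reversed, 46 moved, 16 newly passed the threshold and 17 no longer passed it. Of the named loci, Os04g0180400 and OsDXS3 (Os07g0190000) were called higher at both times under every alternative run, with 6 h values from 7.31 to 8.07 and from 5.96 to 6.42. The totals include 102 and 32 values with Aquantile normalisation, which leaves every log ratio as it was and so tests none of them. Leaving out an array of one time also leaves the mean ratios of the other time as they were. The series table repeats the authors' log ratios, rounded. The totals therefore overstate how often a value was put to a test. The ordinary analysis of variance, run for the counts of genes and the named loci alone, changed no count by over 1.5 times and no call of a named locus. Array weights, keeping spots marked as outliers and fits of one time point alone were not run for the description sets. They changed no direction or call of the lists they were run for, and no count of genes by over 1.5 times. Of the named loci, Os02g0569400 between the times was newly called with array weights (-1.04), and Os02g0570400 no longer with marked spots kept (-0.948). With no filter the counts of called genes were the reported ones in each comparison. Why the loci that the filter left out added to no count was not tested.

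The choice of threshold moved the counts of genes by its own construction. With no fold limit 18169 genes were past the threshold at 6 h (9155 higher, 9014 lower), 14987 at 24 h (8054 and 6933) and 13238 between the times (7311 and 5927). With the treat test they were 1837 (1217 and 620), 457 (450 and 7) and 368 (205 and 163).

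With the authors' log ratios, 4611 genes were past the threshold at 6 h, of which 2176 were lower (52.8% higher against 63.0%), 1695 at 24 h (261 lower) and 2294 between the times (1226 and 1068). With the series table they were 4610 (2174 lower), 1693 (260 lower) and 2294 (1226 and 1068). The bound list at 6 h was called at 0.104 with both, and peroxidase genes at 6 h at 0.236 with the former. Reversed between the times were the cytochrome P450 median (-0.065) with the former, and Os04g0178400 (-0.020 with the former, -0.0083 with the latter) and Os02g0571100 (-0.255 and -0.257). OsDXS2 (Os06g0142900) was reversed at 6 h, at -0.020 with both. The authors' log ratios moved the median of all loci by -0.106 at 24 h. For these the cause was not tested.

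With median centring, which moved the median of all loci by 0.214 at 6 h and by 0.112 at 24 h, 3014 genes were higher and 705 lower at 6 h (81.0% higher), and 965 were lower between the times (39.2% higher against 54.8%). The targets found lower in overexpressing cells at 6 h (0.864), cytochrome P450 (0.335) and glutathione S-transferase genes at 6 h (0.453) and peroxidase genes at 24 h (0.333) were no longer called, and the bound list at 6 h was (0.429). Reversed were the histone median at 24 h (0.0448) and, between the times, the targets found higher in overexpressing cells (-0.0493), the bound list (-0.124), cytochrome P450 (-0.0912) and glutathione S-transferase genes (-0.0269), and the loci Os10g0148100 (-0.167), OsDXS2 (Os06g0142900, -0.139), Os04g0178400 (-0.211) and Os02g0571100 (-0.0369). Camera sets members against the other genes, so a shift of all loci does not by itself account for the changed calls of lists and sets. Median centring was more than a shift, however: it took the place of loess and so left ratios uncorrected along intensity. How much of the changes came from that was not tested.

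Spike-in centring starts from the authors' log ratios, so that its difference from the reported values mixes their background correction with the centring. At 6 h the count of genes was already 4611 with those log ratios, and at 24 h it rose from 1090 to 1695 with them and further with the centring. The phytocassane median at 24 h rose from 3.83 to 5.33 with them and to 5.69 with the centring. With spike-in centring, which moved the median of all loci by -0.068 at 6 h and 0.254 at 24 h, 4588 genes were past the threshold at 6 h (2088 lower), 2485 at 24 h (2409 higher) and 3154 between the times (2544 higher, 80.7%). The bound list (0.126) and peroxidase genes (0.259) at 6 h, and between the times the phytocassane list (-0.576) and cytochrome P450 (0.273) and WRKY genes (0.149), were newly called, beside a median of all loci of 0.351 between the times. Reversed at 24 h were the medians of ribosomal protein (0.0503), histone (0.117) and kinesin genes (0.0394), although camera still placed ribosomal protein and kinesin genes below the other genes. With the authors' log ratios alone these medians were -0.310, -0.243 and -0.321, so the centring reversed them. Reversed between the times were the targets found lower in overexpressing cells (0.252), WRKY genes (0.149), Os01g0306400 (0.139) and Os04g0637000 (0.0476). The cause was not tested.

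With no background correction, Os04g0178400 (-0.039) and Os02g0571100 (-0.082) were reversed between the times, and with an offset of 10 Os04g0178400 was (-0.0028). With the mean over all probes of a locus, the bound list at 6 h was called (0.156) and OsDXS2 (Os06g0142900) was reversed at 6 h (-0.0932) and at 24 h (-0.0723). With the stricter filter the targets found lower in overexpressing cells were reversed between the times (0.0311), and with no filter Spearman's rho was 0.728, where more dim loci enter. All of these reversed values were near 0 and were not called, and the cause was not tested.

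With fry, which asks whether members changed at all and not whether they differ from other genes, the bound list at 6 h (0.151), peroxidase genes at 6 h (0.218), and between the times the targets found higher in overexpressing cells (0.0695), the bound list (0.0197) and glutathione S-transferase genes (0.129) were newly called, which made 4 lists between the times. With camera and an estimated correlation 0 lists were called in any comparison. Those no longer called were, at 6 h, the MEP list (3.35), the targets found higher (0.598) and lower (0.477) in overexpressing cells, the momilactone list (6.64) and the phytocassane list (4.75). At 24 h they were the same lists with 2.00, 0.555, 0.580, 4.46 and 3.83, and the bound list (0.122), and between the times the MEP (-1.07) and momilactone lists (-2.14). The medians are the reported ones, as the setting changes the test alone: it lets the members' shared variation widen the error.

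Leaving out one array in turn, the counts of called genes lay between 2773 and 3205 at 6 h, 1054 and 1144 at 24 h, and 1239 and 1479 between the times. The bound list at 6 h lay between 0.141 and 0.162 and was called without replicate 2 of the 6 h arrays. Between the times, the targets found lower in overexpressing cells lay between -0.0586 and 0.0595, the phytocassane list between -1.10 (called, without replicate 4 of the 6 h arrays) and -0.421, Os04g0178400 between -0.148 and 0.184, Os10g0148100 between -0.250 and 0.180, and Os02g0571100 between -0.144 and 0.192. OsDXS2 (Os06g0142900) lay between -0.0085 and 0.0648 at 6 h. Without replicate 4 of the 6 h arrays the phytocassane list also gained Os02g0570400, which had no value on that array.

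With the replicate number as a random replicate block (consensus correlation 0.381), 2946 genes were called at 6 h, 1091 at 24 h and 1353 between the times, and all 2944, 1090 and 1339 genes called without the block were among them. With a fixed block 1356 genes were called between the times. The pairing changed no other call, of the lists or of the named loci. It was not used for the description sets.

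Signal over background limits the dimmest loci: Os02g0570700, whose untreated signal was not well above background on any array, had a log2 ratio at 6 h of 2.54 with the offset of 50 and of 6.01 from the authors' log ratios, so that the size of its ratio depends on the background correction and no fold change is given for it.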

Other observations

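The tests of the deviations in Cy3, in Cy5 and in the spike-in spots, and the counts of targets over both times, were chosen only after the result was seen. OsDXS1 and the cluster loci were singled out after their values were seen.

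Same-numbered arrays deviated together in Cy3, with correlations between 0.665 and 0.819 across loci, more than in Cy5, where they lay between 0.142 and 0.416. The mean difference was 0.444, as the same untreated RNA on both slides would give, and that is one candidate explanation. Array position is another. In the spike-in spots, which hold none of the cells' RNA, the deviations of same-numbered arrays within probes correlated at a mean of 0.433 in Cy3 and 0.443 in Cy5. When they were not taken within probes, the means were 0.432 in Cy3 and 0.281 in Cy5. Some of the shared deviation in Cy3 may therefore come from the position on the slide, which was the same for both arrays of a number. An effect alike in both dyes does not by itself give the higher values of Cy3. Whether a position effect was alike in both dyes is left open by these spots. Both explanations can hold together, and variation among elicited cells that is not shared between the times, which would lower the values of Cy5, was not tested. No biological explanation was tested.

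OsDXS1 (Os05g0408900) was 2.40-fold higher at 6 h, with a log2 ratio between 1.18 and 1.38 on the 4 arrays. It was called in all 25 alternatives run for it, with values from 1.23 to 1.58. OsDXS3 rose far more, by 64.5-fold at 6 h. Citing earlier work, the study names OsDXS3 as the gene of this family that responds to the elicitor. The conditions of that work were not compared here.

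In the phytoalexin clusters the loci did not all change alike from 6 h to 24 h. In the momilactone cluster, Os04g0178400 had a difference of 0.00 while the 5 others had differences between -3.38 and -1.25. In the phytocassane cluster, no difference was called for Os02g0569900 and Os02g0571100. No explanation was tested for this.

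Counted over both times, 16 of the 36 targets found lower in overexpressing cells (44.4%) were called higher at 6 h or 24 h, 5 (13.9%) were called lower and 15 (41.7%) were called at neither time. Of the 76 tested targets found higher in those cells, 36 (47.4%) were called higher at either time, 7 (9.21%) lower, and 33 (43.4%) at neither. The shares of called targets depend on the threshold, and those of the study were reached by clustering. By direction alone, with no threshold, the share of the targets found lower in those cells that was higher after the elicitor was 75.0% at 6 h and 80.6% at 24 h. That is higher than the value quoted from the study above for the rising group, beside which the study set a group of little change. The 44.4% called higher with the threshold lies nearer to that value. For the targets found higher in those cells, the shares by direction alone were 77.6% at 6 h and 81.6% at 24 h. These are lower than the value quoted above for the rising group of those targets.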
